A study of Caenorhabditis elegans with 32 samples.

How the data were processed

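Small RNA sequencing libraries were made from dissected gonads of Caenorhabditis elegans grown at 20 °C, with the NEBNext small RNA library preparation, per the labels' protocols. Worms carried the germline transgene Pmex-5::gfp::h2b::tbb-2, which expresses green fluorescent protein fused to a histone H2B in the germline and lies on chromosome II, per the labels. RNA was extracted with a column kit (miRNeasy) for 21 libraries in 7 groups and with a phenol reagent (TRIZOL) for 11 libraries in 4 groups. The extraction coincided with the experiment, so each test of the results was made between groups of the same extraction. Levels of single features in column-kit and phenol libraries were in places set side by side without a test. Tests of column-kit groups against phenol wild type, which cross the extractions, entered only the last section.

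The deposited files held a separate list for each library with the number of reads counted for each feature. These values were whole-number counts as deposited by the authors, with no normalization. The closing tallies of each list named reads outside every feature, reads in more than 1 feature and reads not aligned, in the form written by a feature-counting program. The labels' protocols state neither the aligner, the genome build, the treatment of reads that match several places nor whether the counting used the strand. The tallies of low-quality alignments and of reads aligned to several places were 0 in all 32 libraries, so the files do not show how such reads were handled. Counts of paralogs, of overlapping genes and of antisense genes are therefore uncertain. Feature types and coordinates were taken from the WBcel235 annotation (Ensembl release 115, looked up by gene identifier). Of the 46779 features per list, 46603 had an entry there, 175 did not and 1 was the gfp transgene. The features without an entry held 0.064% of all counts.

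Groups were taken from the labels. The column-kit groups were wild type, meg-3;meg-4 double mutants in the F15 generation after a cross of a wild-type hermaphrodite with a mutant male, double mutants kept for more than 80 generations (long-term mutants), and the wild-type and double mutant F2 progeny of crosses in both directions. The phenol groups were wild type, pptr-1 mutants, and the F6 descendants of wild-type and pptr-1 worms exposed to double-stranded RNA against gfp. MEG-3 and MEG-4 are proteins that P granules need, and PPTR-1 is a phosphatase subunit that acts on P granules. P granules are RNA-rich germ granules.

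Counts were tested with edgeR 4.0.16 in R 4.3.3 (files read with the data.table package, version 1.17.8). Features with at least 10 counts in at least 3 libraries of an extraction were kept, 10230 for the column kit and 10873 for phenol. Libraries were scaled by the trimmed mean of M values (TMM), all groups of an extraction were fitted together with 1 mean per group and no replicate block, and contrasts were tested with the two-sided quasi-likelihood F test. Features with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Adjusted p-values are from edgeR's test with Benjamini-Hochberg adjustment unless another tool is named. Log2 fold changes are given with a standard error, taken as the size of the log2 fold change divided by the square root of F. Levels are CPM, the count of a feature per 1e+06 counts assigned to features in the library, given as mean ± SD over replicates. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

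A carry-over score summarised how far a library resembled the long-term mutants. It was the mean log2 CPM (TMM scaling, prior count 2) over features higher in long-term mutants than in wild type, minus the mean over features lower. The lists were made by edgeR 3 times, each time with 1 wild-type library left out, and a wild-type library was scored only with the list made without it. Other libraries received the mean over the 3 lists. Differences in mean score were tested by exact two-sided permutation of the library labels.

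Features named in the text followed a rule. In each of 7 comparisons these were the 2 with the largest positive and the 2 with the largest negative log2 fold change, among called features whose libraries did not overlap between the groups and whose mean was at least 5 CPM. A list of 10 features was also reported in every comparison: meg-3, meg-4, pptr-1, the RNA interference genes sid-1 and rde-11, gfp, mex-5, tbb-2 and the pair of gene identifiers that correspond to his-58. Histone H2B genes are a multigene family, so their counts are uncertain. Features named outside this rule are identified as such.

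The counting test was tested on simulated counts drawn from the means and library sizes of the real libraries over 10230 features. It found 176 of 200 changed features with 7 false calls in 1 comparison, 85 of 100 with 4 false calls in another, and made no call in a comparison without changes. Every simulated change was 4-fold, with as many up as down, and low-count features were not changed. Most real comparisons called more features, often with unequal numbers up and down, so these rates need not hold for them. In 5 simulations of the score, F2 libraries without any carry-over differed from wild type by a mean of -0.000847, and by 0.0964 when lists were made with all wild-type libraries. Simulated F2 libraries given 100 of the 200 changes differed by a mean of 1.94, against 4.24 in the simulated mutants.

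Depth ranged from 126214 to 14871375 feature counts per column-kit library and from 3660141 to 12663545 per phenol library. Confidence intervals of levels in single libraries are 95% Wilson intervals. The smallest level a library can show was set at 3 counts. Intervals and this floor cover counting error only, because reads without molecular identifiers are not independent molecules.

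Alternatives were relative log expression size factors in edgeR, total-count scaling, no count filter, the DESeq2 1.42.0 Wald test without independent filtering, fits with only the groups compared, protein-coding genes and pseudogenes only, each replicate left out in turn, and the replicate number as a block. For the score they were lists made with all wild-type libraries, lists of at least 2-fold changes, a prior count of 0.5 and total-count scaling. The replicate numbers come from the labels, which do not say whether equal numbers mark libraries made together. Whether they pair libraries was checked by correlating the deviations of same-numbered libraries from their group means, across features, which are not independent replicates. No library was left out of the main comparisons. The read tallies outside features entered only the description of the data and the last section.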

Results

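Gonadal small RNAs were counted in 32 libraries of 11 groups. Of the 46779 features counted, 19725 were protein-coding genes, 15363 piRNAs, 7741 other non-coding RNAs, 2103 pseudogenes and 258 microRNAs, and 20876 had no count in any library. Protein-coding genes took 73.7% to 81.8% of the feature counts of a library and pseudogenes 12.0% to 15.5%, while piRNAs took 0.0294% to 0.143% and microRNAs 0.0073% to 0.0397%. The values are counts of small RNAs assigned to a feature, not transcript levels. Whether the counting used the strand is not stated, so reads antisense to a piRNA or microRNA gene may make up its count. The shares of these types thus do not show how abundant piRNAs and microRNAs were in the gonads. Each group held 3 libraries, except the F6 pptr-1 mutants with 2. The third long-term meg mutant library was the shallowest, with 126214 feature counts, and the other column-kit libraries held 2684285 to 14871375. Phenol libraries held 3660141 to 12663545. A level of 3 counts, the smallest regarded as detectable, corresponded to 23.8 CPM in the shallowest library, 1.12 CPM in the first long-term meg mutant library and 0.202 to 0.932 CPM in the others. Between 53.0% and 61.8% of the tallied reads were assigned to a feature, and 22.2% to 33.0% were not aligned. The 10 most abundant features took 7.16% to 13.5% of the feature counts. All 31 pairs of replicates differed by more than sampling noise (chi-square per degree of freedom 1.72 to 144). Libraries made separately from the same worms could exceed that noise too, so this does not show independence. Each library was counted as a separate replicate, as labelled. Pearson's r of log2 CPM between replicates, across features, was 0.825 to 0.985.

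Small RNA levels at the mutated genes were examined first, as a check of the labels. The meg-3 gene (WBGene00001569, chromosome X, 1986469 to 1989607) had 13.9 ± 3.22 CPM in wild type (SD, n = 3), 23.7 ± 5.41 in the wild-type F2 of the paternal cross and 17.4 ± 6.46 in the wild-type F2 of the maternal cross. The paternal cross joined a wild-type hermaphrodite and a meg male, and the maternal cross a meg hermaphrodite and a wild-type male. In the meg mutants, meg-3 had 3.85 ± 1.86 CPM (F15), 2.17 ± 2.35 (long-term), 4.33 ± 1.74 (F2, paternal) and 3.01 ± 0.376 (F2, maternal). The highest mutant library, at 5.90 CPM, lay below the lowest non-mutant column-kit library at 9.94 CPM. The third long-term library had no meg-3 count and a floor of 23.8 CPM, so a difference was not detectable in that library. The log2 fold change of meg-3 against wild type was -1.58 (SE 0.44, adjusted p 0.0126, lost in 1 alternative at 0.0963) in long-term and -1.75 (SE 0.37, adjusted p 0.00485) in F15 mutants. Against the wild-type F2 of the same cross it was -2.40 (SE 0.39, adjusted p 0.00157) in the paternal and -2.39 (SE 0.40, adjusted p 0.00187) in the maternal cross.

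The meg-4 gene (WBGene00016485, chromosome X, 1682954 to 1686419) separated the genotypes less fully. Its level was 41.5 ± 1.82 CPM in wild type, 11.8 ± 10.2 in long-term and 7.71 ± 3.75 in F15 mutants, and 18.3 ± 2.76 and 25.6 ± 22.7 in the mutant F2 of the paternal and maternal cross. The mutant F2 library of the maternal cross numbered 4 had 51.1 CPM (Wilson interval 45.7 to 57.1), above wild type. The difference between long-term mutants and wild type did not pass the threshold (log2 fold change -0.88, SE 0.67, adjusted p 0.348), while that of F15 mutants did (-2.34, SE 0.63, adjusted p 0.0243). The long-term difference passed in 2 alternatives (adjusted p down to 0.00538), and the F15 call was lost in 4 (adjusted p up to 0.124). In the wild-type F2, meg-4 reached 148 ± 56.8 CPM in the paternal cross (log2 fold change against wild type 1.97, SE 0.60, adjusted p 0.0461) and 148 ± 108 in the maternal cross (2.15, SE 0.60, adjusted p 0.0140). The lowest maternal-cross library, at 28.4 CPM (Wilson interval 24.4 to 33.1), lay below wild type. The paternal-cross call was lost in 9 of its alternatives, with adjusted p up to 0.165, and the maternal-cross call in 3, with adjusted p up to 0.0887. The mutant F2 differed from the wild-type F2 at meg-4 in the paternal (-2.98, SE 0.64, adjusted p 0.0140) and the maternal cross (-2.36, SE 0.61, adjusted p 0.0415), calls that were lost in 4 and 5 alternatives (adjusted p up to 0.0779 and 0.372).

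The pptr-1 gene (WBGene00012348, chromosome V, 16357521 to 16367574) had 19.8 ± 2.57 CPM in untreated pptr-1 mutants and 42.3 ± 8.58 in phenol wild type (log2 fold change -0.99, SE 0.17, adjusted p 0.00528). In the F6 groups it had 27.0 ± 2.27 CPM in pptr-1 mutants (n = 2) and 35.4 ± 1.02 in wild type (n = 3), a difference that did not pass the threshold (-0.53, SE 0.20, adjusted p 0.14).

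Long-term meg mutants were compared with wild type to ask how the loss of germ granule components altered gonadal small RNAs. Of 10230 features, 2759 passed the threshold, 1177 higher and 1582 lower. Total-count scaling moved this split most, to 432 higher and 2607 lower. The libraries of both groups did not overlap at 45.1% of the tested features, where chance gives 10%. Among features eligible for naming, the largest increases were at a pair of pseudogenes of equal annotated length. These were WBGene00007715 (chromosome V, 15037795 to 15038835, log2 fold change 11.79, SE 0.82, adjusted p 7.6e-08) and WBGene00014681 (chromosome V, 15034380 to 15035420, 11.07, SE 1.03, adjusted p 1.98e-06). Whether they share reads was not tested, so their separate values are uncertain. The largest decreases were at C54G6.2 (WBGene00016931, chromosome I, 1006177 to 1011450) and rimb-1 (WBGene00006513, chromosome III, 1788333 to 1807147). C54G6.2 had at most 1 count in a long-term library and was at least 25.5-fold lower than in wild type. The level of rimb-1 was 143 ± 36.7 CPM in wild type and 0.477 ± 0.414 in the mutants (log2 fold change -7.21, SE 0.54, adjusted p 1.17e-07). Both genes overlap other annotated genes, which the counting could have split differently.

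Small RNAs against sid-1 (WBGene00004795, chromosome V, 5119970 to 5126916), which encodes a double-stranded RNA channel, and rde-11 (WBGene00023421, chromosome IV, 13105200 to 13106927), another RNA interference gene, were on the list fixed beforehand. Both were higher in long-term mutants. The sid-1 level was 534 ± 13.9 CPM in wild type and 7458 ± 984 in long-term mutants (log2 fold change 4.19, SE 0.37, adjusted p 1.13e-06). The rde-11 level was 249 ± 90.3 and 5054 ± 323 CPM (4.73, SE 0.57, adjusted p 2.09e-05). Of the 10 listed features, 3 passed the threshold over all features and 4 when adjusted over the list alone, the fourth being pptr-1. In the other comparisons both adjustments gave the same number, except in the wild-type F2 of the paternal cross against wild type (1 and 2, with rde-11 added) and in F6 pptr-1 mutants against F6 wild type (2 and 3, with sid-1 added).

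F15 meg mutants were examined to ask whether the change was present 15 generations after the mutations were brought in by a male. Against wild type, 898 features passed the threshold, 263 higher and 635 lower. With the replicate number as a block the number was 863, and same-numbered libraries deviated together with r = 0.139 across features. Libraries did not overlap at 24.5% of the tested features. Of the 701 features called in both the F15 and the long-term comparison, 694 (99.0%) changed in the same direction, although both comparisons used the same 3 wild-type libraries. F15 and long-term mutants differed at 534 features, 307 higher and 227 lower in F15, and total-count scaling changed this to 765 higher and 175 lower. A fit with only these groups turned the majority around, to 83 higher and 122 lower. The third F15 library differed most from the other replicates in sid-1 and rde-11. The sid-1 level was 1442 ± 764 CPM, with a range of 911 to 2317. It was above wild type (log2 fold change 1.70, SE 0.34, adjusted p 0.00291) and below long-term mutants (-2.49, SE 0.35, adjusted p 0.000426). The rde-11 level was 3000 ± 2516 CPM, with a range of 1235 to 5880, above wild type (3.92, SE 0.54, adjusted p 0.000109) and not different from long-term mutants at the threshold (-0.81, SE 0.49, adjusted p 0.370, but passed in 1 alternative at 0.00224). The call of sid-1 against wild type was lost in a fit with only the F15 and wild-type groups (adjusted p 0.096).

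Among features eligible for naming, the F15 mutants had the largest increases at the pseudogene WBGene00020632 (chromosome X, 16845374 to 16862005, log2 fold change 6.92, SE 1.55, adjusted p 0.00734) and at mltn-3 (WBGene00012199, chromosome II, 13916340 to 13919677, 6.09, SE 0.98, adjusted p 0.000443). WBGene00020632 spread from 16.2 to 1154 CPM between the F15 replicates, overlaps another gene, and lost its call in 2 alternatives. The largest decreases were at Y55D5A.1 (WBGene00021915, chromosome III, 2982409 to 2988150) and ndx-2 (WBGene00003579, chromosome V, 2662964 to 2665003). Y55D5A.1 was at most at 3 counts in an F15 library and at least 238-fold lower than in wild type. The ndx-2 level was 570 ± 13.6 CPM in wild type and 3.60 ± 1.64 in F15 mutants (-7.18, SE 0.93, adjusted p 5.29e-05). Both genes overlap other annotated genes.

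**Figure D1:**
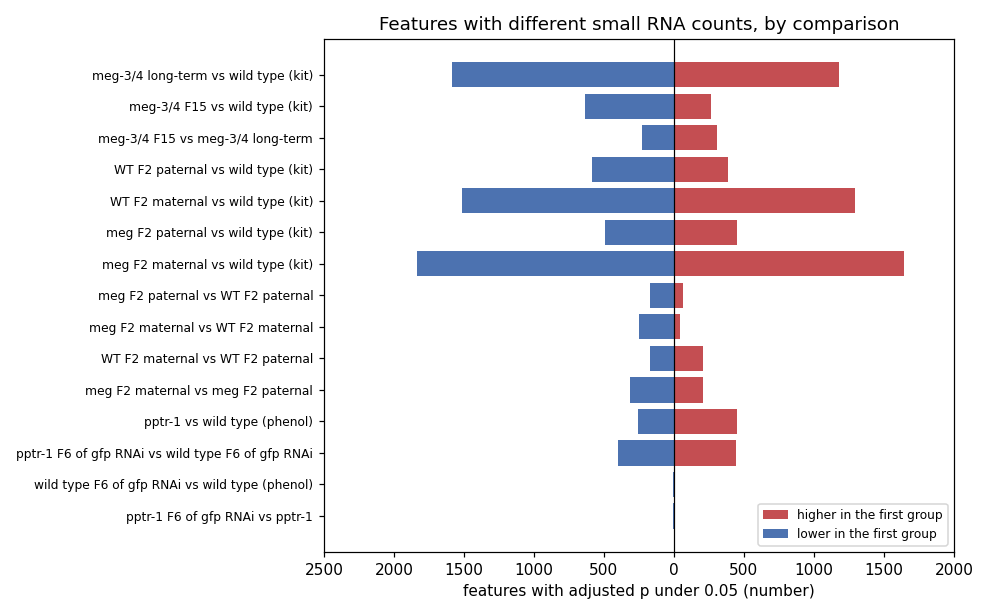
Number of features with an adjusted p-value under 0.05 in each of 15 comparisons (edgeR), drawn to the right when higher and to the left when lower in the first-named group. The maternal-cross F2 bars (1294 and 1511 for wild type, 1643 and 1837 for meg mutants) are longer than the paternal-cross ones (388 and 583, 447 and 493), and the comparisons within a genotype of the F6 groups have 7 features each.

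The F2 of both crosses were compared with wild type to ask whether small RNAs that differed in the mutants also differed in wild-type progeny of a mutant parent. In the wild-type F2 of the paternal cross, 971 features passed the threshold, 388 higher and 583 lower. Relative log expression scaling changed the split to 243 higher and 732 lower, and total-count scaling to 101 higher and 582 lower. With the replicate number as a block, 187 features passed, and same-numbered libraries of the groups deviated in opposite directions (r = -0.237 across features, 2 shared numbers). In the wild-type F2 of the maternal cross, 2805 features passed, 1294 higher and 1511 lower, against 586 and 2190 under total-count scaling. Libraries did not overlap with wild type at 35.1% (paternal) and 45.2% (maternal) of the tested features, where chance gives 10%. In the mutant F2, 940 features passed in the paternal cross (447 higher, 493 lower) and 3480 in the maternal cross (1643 higher, 1837 lower). For the paternal cross the split was 272 and 580 under relative log expression scaling and 191 and 594 under total-count scaling, and 463 features passed with the replicate block (r = -0.245). For the maternal cross it was 600 and 3021 under total-count scaling.

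Features called in the F2 and in long-term mutants mostly changed in the same direction. Of the 613 shared with the wild-type F2 of the paternal cross 593 (96.7%) did so, and of the 1658 shared with the maternal cross 1645 (99.2%). In the mutant F2 these were 646 of 651 and 2149 of 2152. All of these comparisons used the same 3 wild-type libraries, so a chance deviation of those libraries would also give shared directions.

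The pseudogenes WBGene00007715 and WBGene00014681 also had the largest increases in the wild-type F2. The log2 fold changes were 9.43 (SE 0.78, adjusted p 3.22e-06) and 8.89 (SE 0.98, adjusted p 6.35e-05) in the paternal cross, and 10.25 (SE 0.79, adjusted p 1.82e-07) and 9.97 (SE 1.00, adjusted p 3.59e-06) in the maternal cross. The largest decreases in the paternal cross were at str-245 (WBGene00006272, chromosome I, 14852818 to 14854711, -5.27, SE 1.04, adjusted p 0.00815) and eva-1 (WBGene00009304, chromosome I, 14829732 to 14834841, -5.0, SE 0.51, adjusted p 5.02e-05). In column-kit wild type the level was 59.0 ± 26.5 CPM for str-245 and 43.1 ± 2.17 for eva-1, but in phenol wild type 5.35 ± 3.32 and 4.75 ± 0.875, so the size of both decreases depends on which wild type is used. These wild types also differ in the extraction, which cannot be told apart from other differences between them. In the maternal cross the largest decreases were at ndx-2 (-8.21, SE 1.02, adjusted p 4.11e-05) and T05G5.4 (WBGene00011499, chromosome III, 9748934 to 9749673, -8.18, SE 1.16, adjusted p 0.000151). The ndx-2 level was 1.47 ± 0.528 CPM in the wild-type F2 of the maternal cross and 395 ± 216 in that of the paternal cross. All 4 of these genes overlap other annotated genes.

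The sid-1 level in the wild-type F2 was 748 ± 122 CPM in the paternal cross, which did not differ from wild type at the threshold (log2 fold change 0.63, SE 0.33, adjusted p 0.215, but passed in 1 alternative at 0.0339), and 2486 ± 339 in the maternal cross (2.53, SE 0.35, adjusted p 0.000108). The difference between the crosses passed the threshold (1.90, SE 0.34, adjusted p 0.0021). For rde-11 the levels were 644 ± 240 CPM in the paternal cross (1.52, SE 0.49, adjusted p 0.0587 over all features and 0.0323 over the list) and 2862 ± 867 in the maternal cross (3.82, SE 0.54, adjusted p 0.000141), and the crosses differed (2.31, SE 0.51, adjusted p 0.0111). The rde-11 difference between the crosses was lost in 2 alternatives (adjusted p up to 0.0758), and that of the paternal cross against wild type passed in 3 (adjusted p down to 2.3e-06). In the mutant F2, sid-1 had 1008 ± 234 CPM in the paternal cross (1.09, SE 0.33, adjusted p 0.0471) and 5466 ± 1188 in the maternal cross (3.78, SE 0.37, adjusted p 1.45e-06). The sid-1 call of the paternal cross was lost in 7 alternatives (adjusted p up to 0.174). For rde-11 the mutant F2 levels were 1190 ± 340 CPM (2.43, SE 0.51, adjusted p 0.00696) and 4267 ± 772 CPM (4.56, SE 0.56, adjusted p 1.62e-05).

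**Figure D2:**
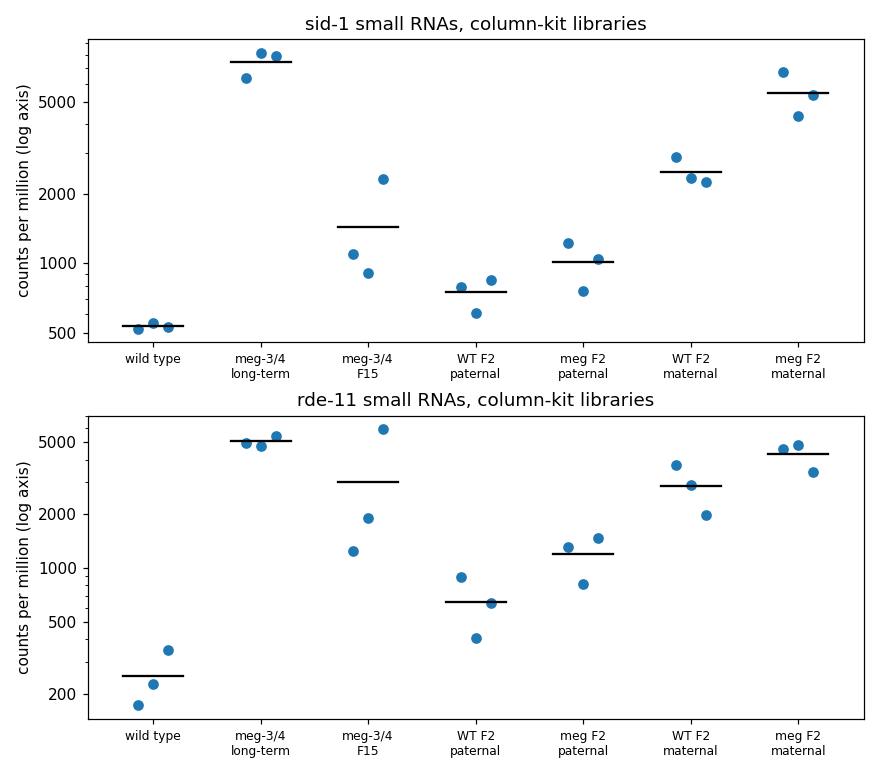
Small RNA level (CPM, log axis) of sid-1 and rde-11 in each of the 21 column-kit libraries, with a line at the mean of the 3 libraries of a group. Long-term mutants (means 7458 for sid-1 and 5054 for rde-11) lie above wild type (534 and 249), and the maternal-cross F2 lie above the paternal-cross F2 of the same genotype.

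The carry-over score measured how far a library was shifted from wild type towards long-term mutants. Lists made without 1 wild-type library held 721 to 981 higher and 1272 to 1319 lower features. The mean score was -0.54 ± 0.03 in wild type and 3.39 ± 0.36 in long-term mutants (SD, n = 3). It was 0.48 ± 0.20 and 1.90 ± 0.11 in the wild-type F2 of the paternal and maternal cross, 0.99 ± 0.32 and 2.73 ± 0.22 in the mutant F2, and 1.30 ± 0.69 in F15 mutants. As a share of the difference between long-term mutants and wild type, the wild-type F2 reached 26.0% in the paternal and 62.0% in the maternal cross, the mutant F2 39.0% and 83.2%, and the F15 mutants 46.9%. The 6 wild-type F2 libraries together scored 1.73 above wild type (exact two-sided permutation p 0.0238, smallest possible 0.0119, 84 arrangements), and the 6 mutant F2 libraries scored 2.40 above wild type (exact two-sided permutation p 0.0238). F15 mutants scored 1.84 above wild type, with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries can give. Every F2 and F15 library scored above every wild-type library. With the replicate number as a block the differences were 1.67 and 2.28, with an exact permutation p of 0.222 over 9 arrangements in each case, a design in which p cannot fall under 0.05.

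**Figure D3:**
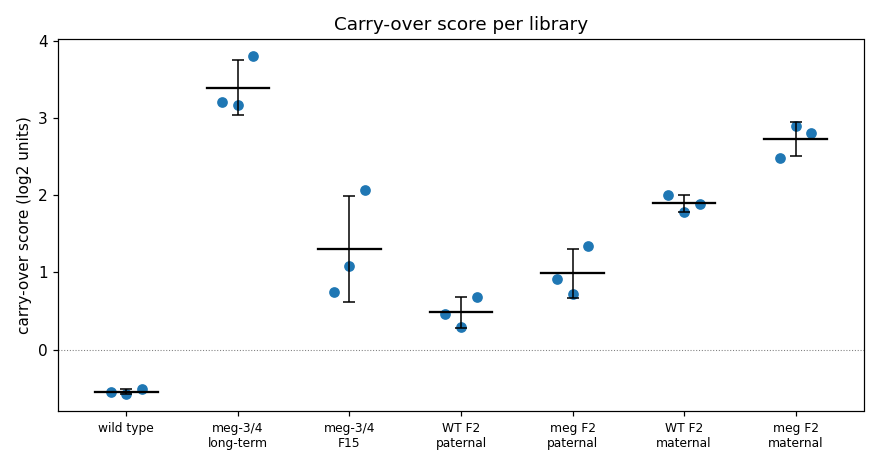
Carry-over score (log2 units) of each of the 21 column-kit libraries, with lines at the group means and bars of 1 SD (n = 3). The wild-type libraries lie near -0.54, the paternal-cross wild-type F2 near 0.48, the maternal-cross wild-type F2 near 1.90 and the long-term mutants near 3.39.

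Within the F2, genotypes and crosses were compared without the wild-type libraries. Mutant and wild-type F2 differed at 233 features in the paternal cross, 65 higher and 168 lower in the mutant, and at 289 in the maternal cross, 40 higher and 249 lower. With the replicate number as a block these were 250 (r = 0.248 across features) and 289 (r = 0.18). The 116 features called in both crosses all changed in the same direction. The level of sid-1 was higher in the mutant F2 of the maternal cross (log2 fold change 1.26, SE 0.33, adjusted p 0.0464) but not at the threshold in the paternal cross (0.46, SE 0.33, adjusted p 0.722), and the interaction did not pass it (0.80, SE 0.46, adjusted p 1). The maternal-cross call was lost in 7 alternatives (adjusted p up to 0.151), the replicate block among them. The maternal and paternal cross differed at 381 features in wild-type F2, 211 higher and 170 lower in the maternal cross, or 181 and 201 under total-count scaling, which turned the majority around. In mutant F2 they differed at 519, 204 higher and 315 lower, or 159 and 638 under total-count scaling. The 203 features called in both genotypes all changed in the same direction. Although these comparisons shared no library with the long-term comparison, 267 of the 274 features called in it and between the wild-type F2 of both crosses changed in the same direction, as did 431 of 436 for the mutant F2. The interaction of genotype and cross passed the threshold at 2 features, 1 higher and 1 lower, with 471 at an unadjusted p under 0.05. These were pyk-1 (WBGene00009126, chromosome I, 9168432 to 9177488, log2 difference 2.72, SE 0.34, adjusted p 0.00229) and WBGene00013537 (chromosome IV, 15515495 to 15520934, -2.72, SE 0.43, adjusted p 0.0275), both named after their values were seen. Under total-count scaling 1 passed, and in a fit with only the 4 F2 groups none did, with 414 at an unadjusted p under 0.05. Without the count filter 264 passed, with DESeq2 23, and with 1 replicate left out 1 to 7.

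Untreated pptr-1 mutants were compared with phenol wild type as a different germ granule mutant. Of 10873 features, 705 passed the threshold, 450 higher and 255 lower, and 1010 passed with the replicate number as a block (r = 0.31 across features, 2 shared numbers). Libraries did not overlap at 25.5% of the tested features. The F6 pptr-1 mutants (n = 2) differed from the F6 wild type (n = 3) at 841 features, 441 higher and 400 lower, or 680 and 356 under total-count scaling. A majority was lower in a fit with only these groups (419 higher, 588 lower) and without the count filter (810 and 878). All 426 features called in both comparisons changed in the same direction, and the comparisons shared no library. Of 9989 features tested in both extractions, 336 were called in pptr-1 mutants and in long-term meg mutants, and 300 of these (89.3%) changed in the same direction. Among features eligible for naming, the largest increases in untreated pptr-1 mutants were at WBGene00007715 (log2 fold change 9.03, SE 1.60, adjusted p 0.0054) and the neighbouring pseudogene WBGene00007721 (chromosome V, 15032142 to 15034069, 6.18, SE 1.11, adjusted p 0.00599). Between the untreated pptr-1 replicates WBGene00007715 spread from 0.663 to 456 CPM, against at most 0.588 CPM in phenol wild type. The largest decreases were at K08D12.4 (WBGene00019538, chromosome IV, 1707296 to 1708691, -6.10, SE 0.96, adjusted p 0.00255) and ndx-2 (-5.95, SE 0.28, adjusted p 3.04e-07). In the F6 comparison the named features were WBGene00014681 (9.63, SE 1.83, adjusted p 0.00883), WBGene00007715 (8.07, SE 1.55, adjusted p 0.00946), ndx-2 (-6.17, SE 0.35, adjusted p 1.79e-06) and K08D12.4 (-4.90, SE 1.15, adjusted p 0.0235). The ndx-2 level was 473 ± 68.5 CPM in phenol wild type, 7.23 ± 2.77 in pptr-1 mutants, 477 ± 43.9 in F6 wild type and 7.26 ± 2.54 in F6 pptr-1 mutants. For rde-11 the level rose from 394 ± 16.2 to 741 ± 113 CPM in untreated pptr-1 mutants (1.01, SE 0.17, adjusted p 0.00457). The sid-1 change was 0.61 (SE 0.16, adjusted p 0.0374) and lost its call in 7 alternatives.

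The F6 descendants of worms exposed to gfp double-stranded RNA were examined to ask whether small RNAs against the transgene persisted, and whether this differed in pptr-1 mutants. Untreated groups had 57.4 ± 7.71 (wild type) and 64.9 ± 16.8 CPM (pptr-1) at gfp, without a difference at the threshold (log2 fold change 0.25, SE 0.39, adjusted p 0.781), and the column-kit libraries, whose labels name no such exposure, had 31.7 to 84.2. F6 wild type had 417 ± 276 CPM, above untreated wild type (2.93, SE 0.41, adjusted p 0.024). Single libraries had 396 (Wilson interval 380 to 413), 152 (142 to 163) and 702 (681 to 724) CPM. F6 pptr-1 mutants had 1521 ± 18.7 CPM (n = 2), above untreated pptr-1 mutants (4.41, SE 0.46, adjusted p 0.00266) and above F6 wild type (1.73, SE 0.42, adjusted p 0.0278 over all features and 0.00734 over the list). The last call was lost without the first F6 wild-type library (1.67, adjusted p 0.0956), and the call of F6 against untreated wild type in 6 alternatives (adjusted p up to 0.181). The difference between the genotypes' increases was not past the threshold (interaction 1.48, SE 0.57, unadjusted p 0.024, adjusted p 0.768 over all features and 0.24 over the list). It passed in 1 alternative, the fit without the count filter (1.48, adjusted p 6.23e-05). The genes whose parts form the transgene, mex-5, tbb-2 and both identifiers of his-58, did not pass the threshold in these comparisons. In the whole fit 7 features differed between F6 and untreated wild type, 3 higher and 4 lower, with 830 at an unadjusted p under 0.05. Among pptr-1 mutants 7 differed, 2 higher and 5 lower, with 934 at an unadjusted p under 0.05. The interaction passed at 0 features, with 667 at an unadjusted p under 0.05.

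Besides gfp, the largest increase in F6 wild type was at F14E5.8 (WBGene00195147, chromosome II, 8420098 to 8422186). Its level was 180 ± 67.6 CPM in F6 wild type against 12.0 ± 1.49 in untreated wild type (log2 fold change 3.98, SE 0.36, adjusted p 0.0012) and 377 ± 61.6 against 21.5 ± 10.9 in pptr-1 mutants (4.01, SE 0.37, adjusted p 0.00159). In F6 pptr-1 mutants the increases were at gfp and F14E5.8 alone. F14E5.8 overlaps another annotated gene. The largest decreases in F6 wild type were at the piRNA gene 21ur-9204 (WBGene00169467, chromosome IV, 14587084 to 14587104, -2.27, SE 0.32, adjusted p 0.024) and at the pseudogene WBGene00017288 (chromosome II, 5347749 to 5350249, -2.14, SE 0.26, adjusted p 0.012). They lost their calls in 6 and 4 alternatives. The 21ur-9204 gene overlaps another gene and the strand of its reads is not known, so a change of the piRNA itself is not shown.

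**Figure D4:**
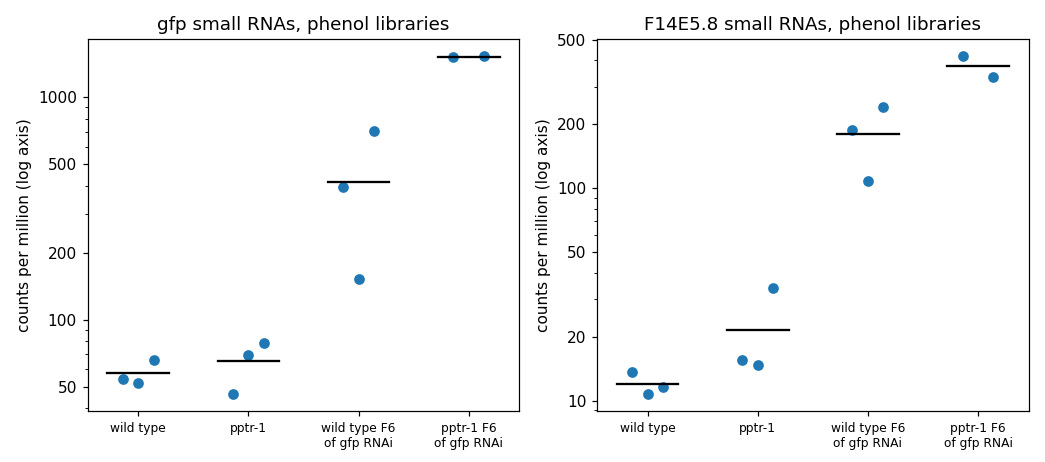
Small RNA level (CPM, log axis) of gfp and F14E5.8 in each of the 11 phenol libraries, with a line at the mean of each group. The F6 pptr-1 libraries (mean 1521 for gfp) lie above the 3 F6 wild-type libraries (152 to 702), which lie above all untreated libraries.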

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

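The grouping of libraries, the comparisons, the naming rule, the alternatives and the list of genes were chosen before the data were examined. In this part, the tests of whether 1 library was behind the interaction features and of whether unaligned reads depended on depth were chosen only after the result was seen.

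The effect of the meg genotype differed between the crosses at 2 features, by the interaction term of the edgeR model, which is why this result is listed here. At pyk-1 the wild-type F2 of the paternal cross (770 to 855 CPM) lay near wild type (553 to 637), while the other F2 groups, the F15 mutants and the long-term mutants lay between 77.4 and 247 CPM. At WBGene00013537 the wild-type F2 of both crosses had 265 to 658 CPM, the mutant F2 of the paternal cross 80.2 to 111 and those of the maternal cross 13.8 to 32.0. As a benchmark, the cross labels of the 12 F2 libraries were exchanged within each genotype. Of the 32 assignments that part all same-numbered pairs, 10, the real one included, gave as many features past the threshold. The highest count, 1212, came from exchanging all labels of 1 genotype, which turns the difference between the crosses into an interaction. Exchanging some of the labels moves part of that difference into the interaction as well, so these assignments do not show what chance alone would give, and they do not decide whether 2 features exceed it. A single library may be behind the features, but each of the 12 fits that left out 1 library kept at least 1 of them. In these fits and the other alternatives WBGene00013537 lost its call in 9, with adjusted p between 2.22e-12 and 0.154. The pyk-1 feature lost it in 1, with adjusted p between 5.39e-12 and 0.143. Both lowest values came from the fit without the count filter, which called 264 features for this interaction. Among the edgeR fits with the filter, the lowest adjusted p was 0.00606 for WBGene00013537 and 0.00059 for pyk-1. DESeq2 gave an adjusted p of 1.56e-05 and 5.35e-10. No biological explanation was tested.

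Reads outside the features entered no comparison of the groups, and 6 of 27 comparisons of these tallies had every library of a group above every wild-type library of the same extraction. Another 3 had every library below every wild-type library. Chance alone puts all of 3 libraries above 3 others in 5% of cases, and 2 above 3 in 10%, and the same holds for below. The share of tallied reads that were not aligned was 29.0% ± 0.785 in long-term mutants, 29.4% ± 0.628 in the wild-type F2 of the maternal cross and 31.3% ± 1.66 in its mutant F2, against 26.7% ± 1.04 in wild type (SD, n = 3). The share of aligned reads outside every feature was 23.1% ± 0.945 in the wild-type F2 of the maternal cross, against 20.2% ± 1.02. The share of aligned reads in more than 1 feature was 0.779% ± 0.0164 in F15 mutants, against 0.655% ± 0.0448, and 0.684% ± 0.00283 in F6 pptr-1 mutants (n = 2), against 0.634% ± 0.00313 in phenol wild type. Among the lower shares, unaligned reads were 23.0% to 24.1% in F6 wild type and 22.6% to 26.5% in untreated pptr-1 mutants, against 26.6% to 29.4% in phenol wild type, and reads outside every feature were 17.1% to 18.1% in F15 mutants, against 19.2% to 21.3%. The causes of the lower shares were not tested.

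Shallow libraries might hold more unaligned reads, for example from primer artifacts. Over the 21 column-kit libraries the share of unaligned reads and depth had a Spearman rho of -0.475 (permutation p 0.031, adjusted 0.124 over 4 coefficients computed) and a Pearson r with log10 depth of -0.209 (permutation p 0.364, adjusted 0.424). Without the 2 libraries farthest from the median depth they were -0.479 and -0.404. Within groups of 3 libraries rho was 0.5 or -0.5, which cannot be tested. The rho was just under the size of 0.5 set for the test and had the sign that this explanation predicts, so it does not decide. In the 4 pairs of a maternal-cross F2 library and a wild-type library with depths within 10%, the F2 library had 3.10 to 5.32 percentage points more unaligned reads, against an SD of 1.04 in wild type, although all of these pairs used the second wild-type library. That library had the lowest unaligned share of the wild types (25.7% against 26.6% and 27.8%), so another control would give smaller differences. The F2 libraries of these pairs, at 28.8% to 31.1%, also lay above the other wild-type libraries, which differ from them more in depth. As far as 1 control library can show, depth is thus not a sufficient explanation for the unaligned reads of the maternal-cross F2. The long-term libraries had 0 such pairs. The second of them was deeper than the first and second wild-type libraries (7296664 feature counts against 4470913 and 5973759) but had more unaligned reads (28.2% against 26.6% and 25.7%), and the shallowest, with 126214 feature counts, had 29.1%, below the 29.7% of the first at 2684285. These values go against a shallow depth as the explanation of their higher share. For the shares in more than 1 feature depth was not tested. Reads outside every feature were 3.18 to 4.96 percentage points higher in the wild-type F2 of the maternal cross in 2 such pairs. Their control was again the wild-type library with the lowest share (19.2% against 20.0% and 21.3%). Reads from other organisms, adapter remnants and the authors' alignment settings were not tested, because the counts hold no sequences, and the shares cannot be told apart from those explanations either.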

How the results depend on the processing

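No test in this part was chosen only after the result was seen, and no alternative was added to those planned. Among the 67 results for named features with alternative values, and among the score differences, none reversed its direction under any alternative. The majority of higher or lower calls turned around in some alternatives. Maternal against paternal wild-type F2 went from 211 higher and 170 lower to 181 and 201 under total-count scaling, and F15 against long-term mutants from 307 and 227 to 83 and 122 in a fit with only these groups. F6 pptr-1 mutants against F6 wild type went from 441 and 400 to 810 and 878 without the count filter, 419 and 588 with only these groups and 434 and 565 with the replicate block. The majority also turned in fits that left out 1 replicate: 3 of 6 for the mutant F2 of the paternal cross against wild type, 2 of 6 for F15 against long-term mutants, 3 of 6 and 1 of 6 for the maternal against the paternal cross in wild-type and mutant F2, 2 of 3 for F6 pptr-1 mutants against F6 wild type, and 1 of 6 and 1 of 3 for F6 against untreated wild type and pptr-1 mutants. The cause was not tested. The alternatives are changes to the edgeR setting of the report, 1 at a time.

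Relative log expression size factors kept all 17 counts of called features within 1.5 times. Total-count scaling kept all counts but 3: F15 against long-term mutants rose to 940, maternal against paternal mutant F2 to 797, and the interaction of genotype and cross fell to 1. Total counts moved the median log2 fold change of all features relative to TMM by -0.43 in long-term mutants, -0.15 in F15 mutants, -0.15 and -0.31 in the wild-type F2 of the paternal and maternal cross, and -0.17 and -0.44 in the mutant F2, all against wild type. The shift was 0.28 for F15 against long-term mutants, -0.13 between the genotypes of the maternal cross, -0.16 and -0.27 between the crosses in wild-type and mutant F2, -0.11 for the interaction of genotype and cross, 0.15 for F6 pptr-1 mutants against F6 wild type and against untreated pptr-1 mutants, and 0.23 for the interaction of pptr-1 and exposure. Relative log expression factors shifted long-term mutants by -0.10 and the mutant F2 of the paternal cross by -0.11. The direction of changes smaller than these shifts depends on the scaling.

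Without the count filter 13 counts moved. These were 1399 for F15 mutants and 1474 for mutant F2 of the paternal cross against wild type, 1320 for F15 against long-term mutants, 750 and 890 for mutant against wild-type F2 in the paternal and maternal cross, 1000 and 1250 for the maternal against the paternal cross in wild-type and mutant F2, and 264 for the interaction of genotype and cross. In the phenol libraries they were 1377 for untreated pptr-1 mutants, 1688 for F6 pptr-1 mutants against F6 wild type, 293 for F6 against untreated wild type, 267 for F6 against untreated pptr-1 mutants and 235 for the interaction, all with more features than the filtered fit. Few of the calls made without the filter were features under it: 6 of the 264, 12 of the 293, 10 of the 267 and 6 of the 235. The cause was not tested.

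DESeq2 moved 7 counts: 435 for mutant against wild-type F2 of the maternal cross, 23 for the interaction of genotype and cross, 1061 for pptr-1 mutants, 1285 for F6 pptr-1 mutants against F6 wild type, 75 for F6 against untreated wild type, 113 for F6 against untreated pptr-1 mutants and 46 for the interaction of pptr-1 and exposure. Fits with only the groups compared moved 5: 205 for F15 against long-term mutants, 1610 for wild-type F2 of the paternal cross, 98 for mutant against wild-type F2 of the maternal cross, 0 for the interaction of genotype and cross (414 at an unadjusted p under 0.05) and 2 for F6 against untreated wild type. The cause was not tested in any of these. With protein-coding genes and pseudogenes only, F6 against untreated wild type fell from 7 to 4, because 3 of the 7 features were of other types, and the other 4 were called again.

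With the replicate number as a block, the wild-type F2 against wild type fell to 187 features in the paternal and 1863 in the maternal cross, and the mutant F2 of the paternal cross to 463. The score differences of the wild-type and mutant F2 were 1.67 and 2.28, each with an exact permutation p of 0.222 within blocks, a design that cannot give a p under 0.05. The cause was not tested. Same-numbered libraries deviated together little (r within 0.1 of 0, across features) in 7 comparisons with a block, where the block gave 2614 features for long-term mutants (r = 0.0123), 537 for F15 against long-term mutants (0.0786), 1863 for the wild-type F2 of the maternal cross (-0.0657), 2598 for its mutant F2 (0.0523), 374 and 483 for the maternal against the paternal cross in wild-type and mutant F2 (0.0365 and 0.0109) and 999 for F6 pptr-1 mutants against F6 wild type (0.044). The block gave 2 features for the interaction of genotype and cross, 0 for that of pptr-1 and exposure, and a score difference of 1.84 for F15 mutants. No paired analysis was possible for F6 against untreated wild type because they share 1 replicate number, nor for F6 against untreated pptr-1 mutants because they share 0.

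Fits that each left out 1 replicate gave ranges. Against wild type, these were 1698 to 2608 features for long-term mutants, 505 to 904 for F15 mutants, 104 to 738 and 1795 to 2414 for the wild-type F2 of the paternal and maternal cross, and 331 to 829 and 2515 to 3034 for the mutant F2, in 6 fits each. F15 against long-term mutants gave 182 to 939, mutant against wild-type F2 116 to 202 (paternal) and 182 to 318 (maternal), and the maternal against the paternal cross 251 to 352 (wild-type F2) and 223 to 522 (mutant F2). The interaction of genotype and cross gave 1 to 7 in 12 fits. Untreated pptr-1 mutants gave 425 to 615, F6 pptr-1 mutants against F6 wild type 469 to 618, F6 against untreated wild type 2 to 7, F6 against untreated pptr-1 mutants 2 to 7, and the interaction of pptr-1 and exposure 0 in all 9 fits, with 667 at an unadjusted p under 0.05 in the full fit. Score differences ranged from 1.58 to 2.22 for the wild-type F2, from 2.20 to 3.18 for the mutant F2 and from 1.38 to 2.53 for F15 mutants. The exact permutation p of the wild-type F2 rose to at most 0.0714 in these fits. Libraries of F6 pptr-1 mutants were not left out, because 1 library would have remained. The cause of the moves was not tested.

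Other settings of the score (lists made with all 3 wild-type libraries, lists of at least 2-fold, prior count 0.5, total counts) left the exact permutation p of both F2 comparisons at 0.0238, with differences of 1.77 to 2.02 for the wild-type F2 and 2.36 to 2.86 for the mutant F2. The F15 comparison stayed at 0.1, which the design fixes when all libraries of a group lie above the others. The maternal-cross differences moved by more than their spread between replicates with 2-fold lists (2.94 for wild-type and 3.94 for mutant F2), the prior count of 0.5 (2.60 and 3.50) and total counts (2.91 and 3.71). Of 857 alternative values of 67 results for named features, 770 kept their side of the threshold, 79 lost their call and 8 gained one, and none reversed.

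Depth limits the third long-term library most. A feature under 23.8 CPM cannot be seen in it, so decreases in long-term mutants at features of that level rest on the other libraries. With 3 libraries per group no permutation of single values can give a p under 0.1, and the F6 pptr-1 group has 2.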

Other observations

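In this part, the tests of meg-3 in the wild-type F2, of the carry-over score at matched depth, of the sides of the features shared between the crosses and long-term mutants, of meg-4, of gfp, of the gene that overlaps F14E5.8 and of the chromosome V pseudogenes were chosen only after the result was seen.

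Other splits of the libraries were tried for each count of called features with at least 3 libraries per group. In 12 comparisons of 3 against 3 libraries, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many features, and it was also the only one of all 10 splits. For F6 against untreated wild type, 1 of 6 such splits did. The remaining splits differ in that they part fewer or more same-numbered pairs. The highest count in a split other than the real one was 321, for F15 against long-term mutants, and 5 or fewer in the others. With 10 splits a share under 0.05 cannot arise, so these counts cannot be told apart from a chance assignment by this test alone.

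The higher similarity of the wild-type F2 to long-term mutants could have technical sources. The F2 libraries may form a cohort apart from the other column-kit libraries. Of the features called in the wild-type F2, 77.5% (paternal) and 93.8% (maternal) moved the same way between the mutant F2 and the F15 mutants, libraries that share none with the comparison. This is above the 60% set as the mark of a cohort, so a cohort difference remains a candidate explanation. In the maternal cross, where the mutant F2 scored above the F15 mutants (2.73 against 1.30), a difference in how far the meg-dependent change had progressed would give the same result. In the paternal cross the mutant F2 scored 0.99, so a difference in mean progress gives no such prediction there. The score is a mean over features, however, and single features may have been carried over in the mutant F2 and lost by F15. The 77.5% therefore does not separate a cohort difference from carry-over in the paternal cross either. The 3 column-kit wild-type libraries may instead be in an unusual state. When the 3 phenol wild-type libraries took their place, in a comparison that crosses the extractions, 97.9% and 98.3% of the called features kept their sign, and 78.8% and 76.6% were called again with the same sign. Column-kit and phenol wild type differed at 67 features, 34 higher and 33 lower. On the score, the highest phenol wild-type library had -0.40 and the lowest wild-type F2 library 0.29. A state of the column-kit wild type is thus not a sufficient explanation. Depth was weighed as well. Over the 9 wild-type and wild-type F2 libraries, score and depth had a Spearman rho of -0.367 (exact permutation p 0.336, adjusted 0.424) and a Pearson r with log10 depth of -0.341 (exact permutation p 0.424, adjusted 0.424), and without the 2 libraries farthest from the median depth -0.607 and -0.284. Within groups of 3 libraries rho was 0.5 or -0.5, which cannot be tested. The rho over all 9 libraries was under the size of 0.5 set for the test, though the smaller set exceeded it. The wild-type scores had an SD of 0.03, but each came from a different list, and under total-count scaling they ran from -1.12 to -0.75. In the 5 pairs of a wild-type F2 and a wild-type library with depths within 10%, the F2 library scored 0.85 to 1.24 (paternal) and 2.35 to 2.46 (maternal) higher. The pairs used 1 wild-type library for each cross. Depth is thus not a sufficient explanation. The hypothesis that the wild-type F2 carried small RNA states over from a mutant parent can therefore not be told apart from a cohort difference by comparisons with wild type.

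Maternal-cross and paternal-cross F2 differ in the direction of the long-term change, a comparison inside the F2 libraries. If shared abundance alone made the same features callable, about equal numbers would have matched and opposed, but 97.5% of the 274 features called in both had the same sign. A difference in composition between the F2 groups might also move features together. Under total-count scaling 95.9% of 289 had the same sign, but that scaling moved the medians of both comparisons the same way (-0.43 and -0.16), which adds shared signs by itself, so this value does not decide. A shift of all features would put nearly all shared features on 1 side. Under TMM, which removes such a shift beforehand, 46.1% of the 267 with the same sign were on the smaller side, so this value does not decide either. Under total-count scaling, which does not remove it, 102 were higher and 175 lower in the maternal cross (36.8% on the smaller side). A shift in 1 direction is thus not a sufficient explanation. Mutant worms among the wild-type F2 of the maternal cross might also produce it, but the lowest meg-3 level there was 9.94 CPM against at most 3.42 CPM in its mutant F2. At meg-4 the libraries of the wild-type and mutant F2 of this cross overlapped, so meg-4 does not decide. A partial mixture was not tested. Which libraries were prepared together is not given by the labels, and the crosses may also differ in that respect, which was not tested. A hypothesis the pattern allows, within these limits, is that more of the altered small RNA state passes through mutant hermaphrodites than mutant males. The parents also differ in what else they give to the progeny. The crosses cannot separate that from a small RNA state that is passed on.

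The shallow long-term library (replicate 3) could have driven the count of called features in long-term mutants. Without it 2608 features were called, of which 2443 were also called with it.

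The higher meg-4 small RNA level in the wild-type F2 than in wild type may depend on the scaling. Under total-count scaling the higher of the adjusted p-values of the crosses was 0.0709, against 0.0461 under TMM, so the call of the paternal cross depends on the scaling. The size of the increase moved little, to log2 fold changes of 1.83 in the paternal and 1.84 in the maternal cross against 1.97 and 2.15, so the scaling is not a sufficient source of the increase itself. Adjusted p-values over the alternatives ranged from 3.42e-12 to 0.165 in the paternal and from 1.25e-15 to 0.0887 in the maternal cross. Of other annotated genes 0 overlap meg-4, so reads of an overlapping gene are an unlikely source. Sharing of reads with paralogs was not tested.

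At gfp, the F6 pptr-1 libraries lay above the F6 wild-type libraries. Greater depth cannot be the source, since the deeper of the F6 pptr-1 libraries had 4087810 feature counts and the shallowest F6 wild-type library 5047346. The wide spread of the F6 wild-type libraries may be behind it. Both F6 pptr-1 libraries (1521 ± 18.7 CPM) lay above the highest F6 wild-type library at 702 CPM, and edgeR gave an adjusted p of 0.0278 (1.57e-13 to 0.0956 over the alternatives). The exact two-sided permutation p of 2 against 3 libraries was 0.1, which the design fixes for libraries that do not overlap, so that test does not decide whether the spread is the source. The interaction, which asks whether the increase differed between genotypes, did not pass the threshold, except in the fit without the count filter (adjusted p 6.23e-05, and up to 1 over the alternatives).

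F14E5.8 rose together with gfp in both F6 groups and lies on chromosome II, as the transgene does per the labels, which give no coordinates. Reads of the annotated gene that overlaps it are an unlikely source, since that gene had at most 1 count in an F6 library and F14E5.8 at least 547. Spreading of small RNAs along the chromosome might raise neighbouring genes. Of 4 other tested features within 20 kb on either side, 0 were higher in both F6 groups, also at an unadjusted p under 0.05, and all 4 had negative log2 fold changes in both. At efl-3, named after its values were seen, the decrease in pptr-1 mutants was among the called changes (log2 fold change -2.71, adjusted p 0.0191). A candidate explanation is that F14E5.8 shares sequence with the double-stranded RNA or the transgene, or lies at its insertion site. Neither was tested, and the matching of reads to several places was not tested.

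The pseudogenes WBGene00007715, WBGene00014681 and WBGene00007721 lie within 1 region of chromosome V (15032142 to 15038835). Their summed level was 2.50 ± 0.653 CPM in column-kit wild type, 2400 ± 444 in long-term mutants, 34.5 ± 32 in F15 mutants, 503 ± 174 and 920 ± 107 in the wild-type F2 of the paternal and maternal cross, and 380 ± 162 and 1761 ± 536 in the mutant F2. In phenol wild type it was 2.02 ± 1.14 CPM and in F6 wild type 4.17 ± 0.902. The untreated pptr-1 libraries numbered 1, 5 and 7 had 4.17 (Wilson interval 3.10 to 5.59), 762 (745 to 779) and 1312 (1285 to 1341) CPM, and the F6 pptr-1 libraries 965 ± 40.8 (n = 2). The first pptr-1 library may have been mislabelled, but its pptr-1 level of 22.3 CPM lay under the lowest phenol wild-type library at 36.2 CPM. A strain variant that segregates, such as a rearranged copy of the region, is a candidate explanation for a difference in kind between libraries. The wild-type F2 of the paternal cross had 0.21 and that of the maternal cross 0.383 of the long-term level, the mutant F2 of the maternal cross 0.734 and the F15 mutants 0.0144. A partly kept small RNA state would give such intermediate values as well, so the pattern cannot be told apart from a segregating variant, and sharing of reads within the region was not tested.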
